A study of Mus musculus with 12 samples. Its data were reported in "YY1 binding is a gene-intrinsic barrier to Xist-mediated gene silencing" (2024).

How the data were processed

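Chromatin of iXist-ChrX-Cast mESCs was immunoprecipitated with antibodies against OCT4A (clone C3OA3C1) and YY1 (clone D5D9Z) before doxycycline (day 0) and after 6 days of it (day 6). According to the study's methods, both antibodies were used on the same extracts, and no source used here says whether equal replicate numbers mark one extract. The series has 12 libraries, 2 replicates each of OCT4, YY1 and input on each day, and each was assigned to its group from its label. The YY1 day 0 labels give no antibody, so for these the factor was taken from the titles. Each of the 8 allelic columns was matched by its name to a library, and no other column of per-sample values was present in the tables used. The OCT4 column names also carry a clone name that no label gives, so these were matched by factor, day and replicate. No input library had allelic values, so the inputs entered only through the list of input peaks.

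The deposited allelic ratios are fractions that the authors made by dividing the fragments assigned to Xi by those assigned to Xi or Xa in each peak. According to the study's methods, reads were aligned with Bowtie2 to mm10 with strain-specific positions masked, duplicates were removed with Picard, and reads were sorted by parental genome with SNPsplit. Peaks were called per library with MACS2, regions found in several libraries were kept as a consensus, regions also called in input were removed, and fragments were counted with featureCounts. The authors then filtered peaks on allele-assigned fragments and on a biallelic ratio before Xist. The submitters' processing notes name Bowtie2 2.3.5.1 and deepTools 3.5.0. Such filters favour peaks with enough strain-specific positions and remove peaks that were biased at day 0, and a ratio says nothing of total occupancy, since both alleles can change together. Mean day 0 ratios ran from 0.204 to 0.795 over OCT4 peaks and from 0.145 to 0.828 over YY1 peaks, with 5 YY1 peaks at or outside 0.2 and 0.8. Which consensus list underlies the YY1 table is not given in the sources used here. The OCT4 and input peak lists hold positions only, pooled over libraries. Fragments per peak are not in the tables and no count test was used. The YY1 table is smaller than the set of peaks the study counted, and the OCT4 table differs slightly from it. The study gives the same YY1 count for its anti-T7 libraries of a YY1-tagged line, so that count may not describe these libraries. The YY1 median change here and the study's need not rest on the same peaks.

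The tests, the lists of genes and the rule for naming peaks were fixed before the data were examined, and later additions are named as such. For each factor alone, limma 3.58.1 in R 4.3.3 (lmFit and eBayes) compared the ratios of day 6 with those of day 0 at each peak, 2 libraries against 2, two-sided and without a replicate block, with Benjamini-Hochberg adjustment over all peaks of that factor and a threshold of 0.05. The change is the mean of day 6 minus the mean of day 0. Named peaks were the 10 with the largest decrease and up to 5 with the largest increase among those past the threshold whose 4 differences between day 6 and day 0 had one sign, and every measured peak within 5 kb of a listed gene. There were 8 lists of X-linked genes, and 63 of the 64 genes were found in the annotation. Lists were tested with camera, which compares a list with the other peaks, with its preset correlation and with an estimated one, and with fry, which tests a list alone.

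OCT4 and YY1 changes were compared with a rank-sum statistic and 100000 permutations of the factor over peaks. YY1 peaks with OCT4 peaks within 100 kb, and pairs of peaks overlapping by at least 1 bp, were compared with 100000 sign flips. Promoter peaks were those within 500 bp of a RefSeq transcription start. The promoter minus distal contrast between the factors was tested by permutation on means. Relations with distance from Xist and with the starting ratio were Spearman and Pearson correlations across peaks with permutation p-values. Intervals are 95% bootstrap intervals over 10000 draws of peaks, which treat neighbouring peaks as independent and are therefore narrow. Gene positions, sequences and GC content came from the RefSeq annotation and genome of GRCm38.p6, the assembly of mm10, and coordinates are counted from 1. The octamer was searched as ATGC followed by A or T and AAT, and the YY1 core as AA, any base and ATGGC, on both strands. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

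The alternatives were a replicate block, logit and log2 scales with a floor of 0.01, day 0 ratios between 0.3 and 0.7, another eBayes prior, a threshold of 0.01, leaving out each library, other distances, overlaps and promoter windows, and OCT4 peaks resampled to the day 0 ratios of YY1 peaks. Resampling to YY1 peak width or GC content and leaving out Firre, Dxz4 and Xist were added after the data had been seen. Resampled sets drew 5 OCT4 peaks per YY1 peak with replacement, so their p-values are too small.

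The limma step was tested on simulated tables with the real spread. With 900 of 1006 OCT4 peaks lowered by 0.15 or 0.25, it recovered 49.5% and 81.8% of them, and with 190 of 211 YY1 peaks lowered it recovered 76.1% and 92.7%. With 200 OCT4 peaks lowered it recovered 0% and 54.6%, and with 40 YY1 peaks 44.2% and 78.4%. Wrong calls made up 5.1% of calls at most. The rank-sum and sign-flip tests passed in 2.5% and 5.5% of 200 simulated tables with no difference and in 100% and 97.0% of those with a difference of 0.05. Replicates were not duplicates of each other, since at most 6 of 1006 OCT4 peaks and 2 of 211 YY1 peaks had identical ratios in both.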

Results

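OCT4 and YY1 occupancy of the 2 X chromosomes was measured by chromatin immunoprecipitation and sequencing (ChIP-seq), in which DNA bound by a protein is recovered with an antibody and sequenced. The cells were iXist-ChrX-Cast mouse embryonic stem cells (mESCs), a female hybrid line in which the X chromosome of Mus musculus castaneus carries an Xist gene that doxycycline switches on. Xist is the non-coding RNA that coats and silences the X chromosome it is made from, so the castaneus chromosome is the future inactive X (Xi) and its partner the active X (Xa). OCT4, encoded by Pou5f1, is a core transcription factor of pluripotency, and YY1 is a zinc finger transcription factor with many promoter sites. Libraries were made at day 0 without doxycycline and at day 6 with 1 µg/ml doxycycline, from cells not put through differentiation, and there were 2 replicates for each factor and day. Of 12 libraries in all, 8 carried allelic values and the other 4 were inputs. The measurement was the allelic ratio of each X-linked peak, the fraction of its allele-assigned fragments that came from Xi, for 1006 OCT4 peaks and 211 YY1 peaks. A ratio of 0.5 means equal occupancy of both chromosomes and 0 means none on Xi. The tables give fractions without the number of fragments behind each, for which the study's filter set only a minimum in most libraries, so no counting interval is given. Nothing in the sources says that the replicates were separate cultures, so p-values from them measure the spread between these samples, which may be technical. Peaks of a chromosome are not replicates either, and tests over peaks describe these libraries.

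Both factors were lost in part from Xi after 6 days of Xist. For OCT4 the median ratio of the 1006 peaks was 0.500 in both day 0 libraries and 0.337 and 0.333 in the day 6 libraries (means of library medians 0.500 ± 0.0 and 0.335 ± 0.00276, SD, n = 2). For YY1 the median of the 211 peaks was 0.480 and 0.491 at day 0 and 0.369 and 0.371 at day 6 (0.485 ± 0.00773 and 0.370 ± 0.0014, SD, n = 2). The gap between days was far wider than the gap between replicates for each factor, although an exact permutation test of 2 libraries against 2 cannot go below a two-sided p of 0.333. A ratio under 0.25 at day 6 was reached by 25.8% and 25.2% of OCT4 peaks and by 19.9% and 18.5% of YY1 peaks in the 2 replicates.

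**Figure D1:**
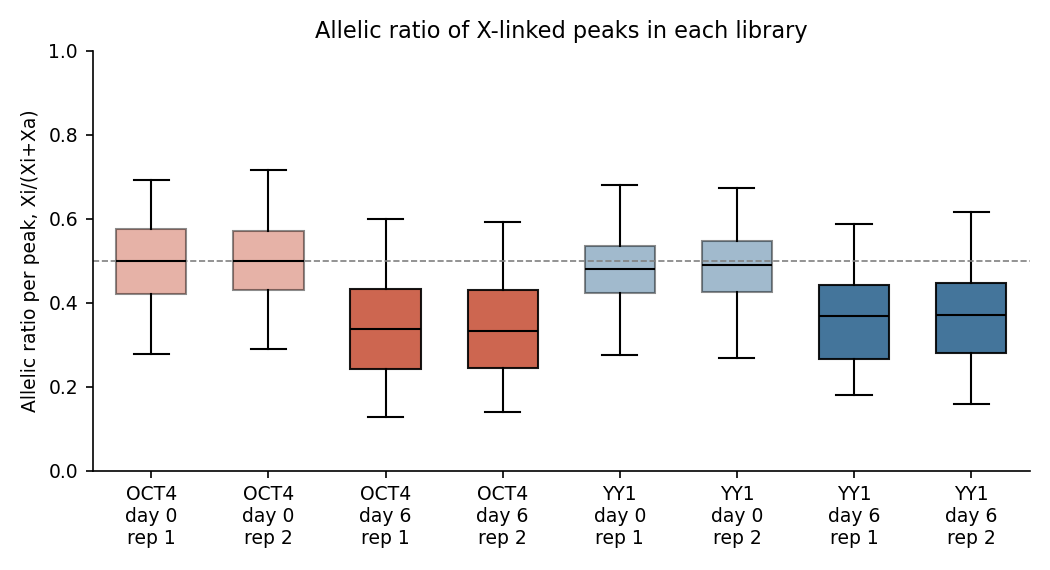
Allelic ratio Xi/(Xi + Xa) of X-linked peaks (vertical axis, fraction) in each of the 8 libraries, with 1006 OCT4 and 211 YY1 peaks; boxes span the quartiles around the median, whiskers run from the 5th to the 95th percentile and the dashed line marks 0.5. The day 0 medians lie between 0.480 and 0.500, and the day 6 medians lie at 0.333 and 0.337 for OCT4 and at 0.369 and 0.371 for YY1.

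The first comparison asked how much OCT4 left Xi. Per peak, the day 6 ratio minus the day 0 ratio had a median of -0.149 (quartiles -0.229 and -0.0794; -0.147 in replicate 1 and -0.159 in replicate 2), and the median peak kept 68.6% of its day 0 ratio. Among the 10 deepest losses was an intronic peak of Tsix, the antisense partner of Xist, inside the Xist gene (103472057 to 103472886), which changed by -0.406 ± 0.0529 (SE, n = 2 per day, limma adjusted p = 0.0163) and ended at 0.0649 and 0.0739. Losses of similar size were found in the introns of Pdzd11 (-0.452, 100625024 to 100625407), Stard8 (-0.448, 99046433 to 99046971) and Ctps2, a CTP synthase gene (-0.406, 162957822 to 162958423). The same 10 held peaks in the 5' UTR of Taf9b, which encodes a relative of a TFIID subunit (-0.440, 106219535 to 106220085), at the promoter of the non-coding gene Platr21 (-0.405, 139357627 to 139358283) and in intergenic DNA nearest to 1700121L16Rik (-0.414, 104813589 to 104813875). All 10 passed limma with Benjamini-Hochberg adjustment (adjusted p from 0.0163 to 0.0211). A single peak rose, an intergenic site at 65153397 to 65153716 whose nearest gene is Ctag2, with a change of 0.280 ± 0.0816 (SE, limma adjusted p = 0.0376). None of the peaks named in this paragraph still passed without day 0 replicate 1 or without day 0 replicate 2.

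Over the whole X chromosome, 352 of 1006 OCT4 peaks fell and 1 rose at an adjusted p threshold of 0.05 (limma, two-sided, Benjamini-Hochberg), against 504 and 2 at an unadjusted p under 0.05. The ratio was lower at day 6 in 934 peaks (92.8%), and in 734 peaks (73.0%) both day 6 values lay under both day 0 values, where chance gives 16.7%. The count of calls rested on both day 0 libraries: 1 peak fell without day 0 replicate 1 and 0 without day 0 replicate 2 (365 and 332 at an unadjusted p under 0.05), while the median change stayed between -0.154 and -0.152 without any single library. At an adjusted p threshold of 0.01 limma called 0 peaks.

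Of 30 OCT4 peaks near neuronal and tissue-restricted genes 18 fell and 0 rose (18 and 0 adjusted over the list alone, 22 and 0 at an unadjusted limma p under 0.05), with a median change of -0.232. Dmd, the dystrophin gene, held 12 OCT4 peaks, of which 8 fell, with a mean change of -0.231. Single intronic peaks of Nlgn3, a synaptic adhesion gene (-0.308 ± 0.0549, SE, 101304068 to 101304493), and Gria3, a glutamate receptor subunit gene (-0.284 ± 0.066, SE, 41657784 to 41658180), fell as well, as did both peaks at Il1rapl1. The list did not pass camera (adjusted p = 0.0554 with the preset correlation, adjusted p = 0.357 with an estimated correlation). In the X inactivation centre, 12 of 20 peaks fell and 0 rose (12 and 0 adjusted over the list alone, the same numbers at an unadjusted limma p under 0.05), with a median change of -0.205. These included 5 of 8 peaks at Tsix, 3 of 5 at Ftx, a non-coding gene of the centre, and 2 of 3 at Rlim, a ubiquitin ligase gene that promotes Xist expression. A peak in an exon of Xist itself (103478958 to 103479824) did not pass the test and had ratios of 0.439 and 0.436 at day 0 and 0.516 and 0.553 at day 6 (limma adjusted p = 0.176). In limma's camera the centre did not stand apart from other peaks (adjusted p = 0.533).

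Among X-linked pluripotency and germline genes, 4 of 8 OCT4 peaks fell and 0 rose (5 and 0 adjusted over the list alone, and at an unadjusted limma p under 0.05), with a median change of -0.187. All 3 peaks at Nr0b1, an orphan nuclear receptor gene active in embryonic stem cells, fell, with a mean change of -0.271, and so did the intronic peak of the homeobox gene Rhox5 (-0.257 ± 0.0813, SE, 37807393 to 37807830). Of 5 peaks near translation genes 2 fell and 0 rose (3 and 0 adjusted over the list alone, and at an unadjusted limma p under 0.05), including an intergenic one near the ribosomal protein gene Rps4x (-0.268 ± 0.0654, SE, 102193059 to 102193551). Neither list stood apart in limma's camera (adjusted p = 0.819 and 0.533).

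Near transcription and chromatin regulators 7 of 35 peaks fell and 0 rose (7 and 0 adjusted over the list alone, 10 and 0 at an unadjusted limma p under 0.05), with a median change of -0.108. This list did not pass limma's camera (adjusted p = 0.139). Both peaks near Phf6, a PHD finger gene, fell (-0.364 and -0.336), as did an intronic peak of the histone deacetylase gene Hdac8 (-0.243 ± 0.0577, SE, 102304917 to 102305239). The 4 peaks at Med14, a Mediator subunit gene, had a mean change of -0.0417 and 3 at Ogt, the O-GlcNAc transferase gene, had -0.0424, with none past the test. Near escape genes, which are known to stay expressed from the inactive X, 2 of 21 peaks fell and 0 rose (0 and 0 adjusted over the list alone, 6 and 0 at an unadjusted limma p under 0.05), with a median change of -0.0742. These losses were the smallest of the 8 lists and ranked above those of other X-linked peaks in camera (adjusted p = 0.0176 with the preset correlation, adjusted p = 0.357 with an estimated correlation). The 2 peaks that fell lay near Eif2s3x, a translation initiation factor gene (-0.199), and Pbdc1 (-0.235), the latter inside a coding exon of the neighbouring gene Magee1. At Mid1, which crosses the pseudoautosomal boundary in laboratory mice, the mean ratio of 4 peaks was 0.668 at day 0 and 0.686 at day 6, and at Ddx3x, an RNA helicase gene, the mean of 3 peaks was 0.452 and 0.416, with no peak past the test at either gene. At the Xi architecture loci Firre, Dxz4 and Xist, 2 of 11 peaks fell and 0 rose (1 and 0 adjusted over the list alone, 3 and 0 at an unadjusted limma p under 0.05), both of them at Xist, and the median change was -0.0890. The list did not pass limma's camera (adjusted p = 0.0620).

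The genes the study used as examples, Hcfc1, Ogt, Kantr and Bcor, held 18 OCT4 peaks, of which 2 fell and 0 rose (2 and 0 adjusted over the list alone, 3 and 0 at an unadjusted limma p under 0.05), with a median change of -0.101 (limma camera adjusted p = 0.0620). A list chosen by the study is not independent evidence. Both peaks that fell lay in introns of Bcor, a Polycomb-associated corepressor gene (-0.390 ± 0.0732, SE, 12073611 to 12074063, and -0.235 ± 0.0534, SE, 12089590 to 12090776). Each held the octamer element that OCT4 recognises, in the sequence contexts TTTTGCATGCAAATCAATAT (12073813 to 12073832, plus strand) and ATTTTTATGCAAATGACACC (12090007 to 12090026, minus strand). Another octamer-bearing Bcor intron peak (12123674 to 12124285) had ratios of 0.5 and 0.5 at day 0 and 0.533 and 0.65 at day 6. Upstream of Ogt, the peak at 101635970 to 101636559, which holds the octamer of GACATTATGCAAATAGCACA (101635972 to 101635991), had a change of -0.0871 (limma adjusted p = 0.260). In limma's fry, which asks whether the peaks of a list moved one way on balance and compares them with no others, the 8 OCT4 lists had adjusted p-values from 0.00623 to 0.0946.

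The second comparison asked the same of YY1. The median change was -0.0987 (quartiles -0.181 and -0.0420; -0.112 in replicate 1 and -0.103 in replicate 2), and the median peak kept 78.2% of its day 0 ratio. The deepest losses were an intergenic peak whose nearest gene is Gm15085 (149393616 to 149393999), with a change of -0.406 ± 0.0694 (SE, limma adjusted p = 0.0120), a peak close to Pnma5, a paraneoplastic antigen family gene (-0.387 ± 0.033, SE, 73038832 to 73039152, limma adjusted p = 0.00543), and an intronic Dmd peak (-0.385 ± 0.0361, SE, 85132664 to 85133185, limma adjusted p = 0.00543). Promoter peaks fell at Tceal3 (-0.336, 136590719 to 136591060, 5' UTR), Dmrtc1c1 (-0.328, 102802546 to 102803011), Pola1, the catalytic subunit gene of DNA polymerase alpha (-0.310, 93631913 to 93632300, coding exon), and the deubiquitinase gene Usp26 (-0.284, 51801030 to 51801430, 5' UTR). The remainder of the 10 deepest losses lay in an intron of 4930519F16Rik (-0.274, 103251011 to 103252559) and in intergenic DNA nearest to Actrt1 (-0.317, 46977445 to 46977983) and Tmsb15a (-0.267, 135724808 to 135725229). All 10 passed limma with Benjamini-Hochberg adjustment (adjusted p from 0.00543 to 0.0227). A single intergenic YY1 peak rose, at 14585282 to 14585834 with H2al1n as its nearest gene (0.114 ± 0.0364, SE; limma adjusted p = 0.0496), and that call was lost when any of the 4 libraries was left out (limma adjusted p from 0.0667 to 0.172). Of these 11 named peaks, 6 still passed without day 0 replicate 1, 0 without day 0 replicate 2, 8 without day 6 replicate 1 and 9 without day 6 replicate 2.

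Of 211 YY1 peaks 89 fell and 1 rose at an adjusted p threshold of 0.05 (limma, two-sided, Benjamini-Hochberg), against 117 and 1 at an unadjusted p under 0.05. The ratio was lower at day 6 in 189 peaks (89.6%), and in 152 peaks (72.0%) both day 6 values lay under both day 0 values, where chance gives 16.7%. The count of calls depended on every library. Without day 0 replicate 1 or day 0 replicate 2 the peaks that fell numbered 17 and 0 (87 and 91 at an unadjusted limma p under 0.05), and without day 6 replicate 1 or day 6 replicate 2 they numbered 38 and 51, while the median change lay between -0.107 and -0.101.

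No YY1 peak near an escape gene passed the test. Of 10 such peaks 0 fell and 0 rose (0 and 0 adjusted over the list alone, and at an unadjusted limma p under 0.05), with a median change of -0.0219, and the list ranked above other YY1 peaks in camera (adjusted p = 0.00553 with the preset correlation, adjusted p = 0.497 with an estimated correlation). At Kdm6a, a histone demethylase gene, an intronic peak had a mean ratio of 0.480 at day 0 and 0.492 at day 6 (18163997 to 18164355), and the 2 promoter peaks of Ddx3x had 0.507 and 0.469. The 5 peaks at Firre, a non-coding RNA locus that organises Xi chromatin, had a mean change of -0.00559, and the 5 peaks at Dxz4, a macrosatellite within 4933407K13Rik that forms a boundary on Xi, had -0.0175. With 2 peaks at Xist these made up the 12 peaks of the Xi architecture loci, of which 1 fell and 0 rose (0 and 0 adjusted over the list alone, 1 and 0 at an unadjusted limma p under 0.05), with a median change of -0.0273. They ranked above other YY1 peaks in camera (adjusted p = 0.00553 with the preset correlation, adjusted p = 0.497 with an estimated correlation), and 5 of them, those at Firre, were also in the escape list. The peak that fell lay near the 5' end of Xist (-0.186 ± 0.0511, SE, 103481572 to 103482497, limma adjusted p = 0.0328).

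Among transcription and chromatin regulators 3 of 11 YY1 peaks fell and 0 rose (3 and 0 adjusted over the list alone, 5 and 0 at an unadjusted limma p under 0.05). They were the promoters of the cohesin gene Stag2 (-0.235 ± 0.0314, SE, 42149519 to 42150468), the chromatin remodeller gene Atrx (-0.203 ± 0.0325, SE, 105928973 to 105929537) and the ubiquitin ligase gene Huwe1 (-0.144 ± 0.0364, SE, 151803475 to 151803973). In limma's camera the list did not stand apart (adjusted p = 0.530). Of 3 peaks at translation genes 2 fell, at Rpl10 (-0.183) and Eif1ax (-0.122), and 0 rose (2 and 0 adjusted over the list alone, and at an unadjusted limma p under 0.05). In the X inactivation centre 3 of 5 fell and 0 rose (4 and 0 adjusted over the list alone, and at an unadjusted limma p under 0.05). A peak within the annotated span of Chic1 (103398942 to 103399264) had a change of -0.248 ± 0.0489 (SE) and was among those that fell. All 3 peaks of the neuronal and tissue-restricted list fell, at Dmd and Gria3, and 0 rose (3 and 0 adjusted over the list alone, and at an unadjusted limma p under 0.05), with a median change of -0.264. Of 3 peaks at pluripotency and germline genes 0 fell and 0 rose (0 and 0 adjusted over the list alone, 1 and 0 at an unadjusted limma p under 0.05), with a median change of -0.0785. None of these 4 lists stood apart from other YY1 peaks in limma's camera (adjusted p = 0.671, 0.484, 0.0715 and 0.371).

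The study's examples, which are not independent evidence, held 4 YY1 peaks, of which 0 fell and 0 rose (0 and 0 adjusted over the list alone, and at an unadjusted limma p under 0.05). Their median change was -0.0419 (limma camera adjusted p = 0.0715). The wide peak at the promoter of Hcfc1, a gene for a cell cycle coregulator (73965772 to 73967738), held 8 copies of the YY1 core element, among them TCACACAAGATGGCGGCTCC (73966963 to 73966982, minus strand), and had ratios of 0.484 and 0.494 at day 0 and 0.452 and 0.432 at day 6. Its change was -0.0470 ± 0.0316 (SE, limma adjusted p = 0.269). The overlapping OCT4 peak (73966968 to 73968092) had a change of -0.123 ± 0.0673 (SE, limma adjusted p = 0.171). At the 5' UTR of Ogt (101639884 to 101640332) the YY1 change was -0.0523 ± 0.0585 (SE, limma adjusted p = 0.511). The 2 YY1 peaks inside Bcor, one of them around CCGGTCAAGATGGCGGCGGG (12140276 to 12140295, minus strand), had a mean ratio of 0.449 at day 0 and 0.461 at day 6. The 8 YY1 lists had adjusted p-values from 0.0167 to 0.543 in limma's fry.

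The third comparison, for which the series pairs the 2 antibodies, asked whether OCT4 was displaced from Xi more than YY1. Taken over all peaks, the allelic ratio fell more for OCT4. The median change was -0.149 for OCT4 and -0.0987 for YY1, a difference of -0.0506 (95% bootstrap interval over peaks -0.0650 to -0.0264). The two-sided rank-sum permutation p was 1e-05, the smallest that 100000 permutations can give. The difference had the same sign in both replicates, -0.0349 in replicate 1 and -0.0567 in replicate 2. With the library as the unit, the 2 median changes of each factor did not overlap. According to the study's methods, OCT4 and YY1 were precipitated from shared chromatin, so their libraries are not independent. An exact permutation test that takes them as independent gave p = 0.333, the smallest possible for 2 against 2. Background was not measured for either antibody. More of it would pull the changes of that factor towards none, so the difference need not be displacement alone. The study reports better signal to noise for its anti-T7 libraries than for anti-YY1 libraries. The peaks compared also differ in kind. The octamer element was present in 20.2% of OCT4 peaks and 2.4% of YY1 peaks, the YY1 core in 76.8% of YY1 peaks and 10.4% of OCT4 peaks, and the median GC content was 45.2% and 60.8%. When OCT4 peaks were resampled to the GC content of YY1 peaks, a check chosen after seeing the data, the difference was -0.0225 and no longer passed (permutation p = 0.248).

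**Figure D2:**
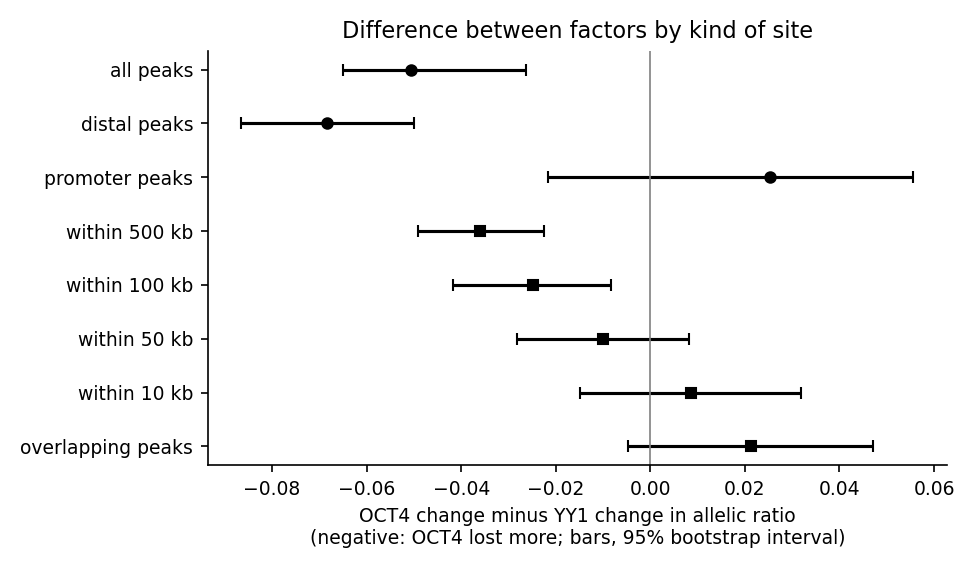
Difference between the OCT4 and YY1 changes in allelic ratio (OCT4 minus YY1, horizontal axis) over all peaks, distal and promoter peaks, YY1 peaks with OCT4 peaks within set distances, and overlapping pairs; circles are differences of medians, squares means over YY1 peaks or pairs, and bars 95% bootstrap intervals. The difference is -0.0506 over all peaks and -0.0684 at distal peaks, and its interval includes 0 at promoters (0.0254) and at overlapping pairs (0.0214).

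At distal sites, over 500 bp from a transcription start, OCT4 was lost more than YY1: the median change was -0.160 for 842 OCT4 peaks and -0.0916 for 135 YY1 peaks, a difference of -0.0684 (-0.0865 to -0.0500, permutation p = 1e-05, the smallest possible). With distal OCT4 peaks resampled to YY1 GC content it was -0.0616 (-0.0968 to -0.0275) in 10 bins and -0.0314 (-0.0795 to 0.0220) in 5 bins. For distal OCT4 peaks within 100 kb of distal YY1 peaks the mean difference was -0.0245 (-0.0495 to 0.000624, permutation p = 0.0623). At promoters no difference was detected: the medians were -0.106 for 164 OCT4 peaks and -0.131 for 76 YY1 peaks, a difference of 0.0254 (-0.0216 to 0.0556, permutation p = 0.309). OCT4 promoter peaks, such as those at Ddx3x and Med14, kept more than distal ones by 0.0540 (0.0295 to 0.0737, permutation p = 1e-05, the smallest possible), whereas for YY1 the promoter minus distal difference was -0.0397 (-0.0683 to 0.00241, permutation p = 0.0794). The YY1 difference passed when promoters were taken within 1 kb of a start (-0.0430, permutation p = 0.0193). The contrast between the factors was 0.0938 as a difference of medians (0.0436 to 0.129), with 0.0663 in replicate 1 and 0.0644 in replicate 2. As a difference of means it was 0.0695, and the two-sided permutation p of 0.00011 belongs to the means. It was tested after both sets of values had been seen.

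Neighbouring sites were compared to hold position on the chromosome fixed. For the 151 YY1 peaks with an OCT4 peak within 100 kb, the OCT4 change was lower by a mean of -0.0248 (-0.0417 to -0.00828, two-sided sign-flip permutation p = 0.00428), and OCT4 was the lower of the pair at 90 of them. The difference depended on the distance chosen: it was -0.0360 within 500 kb (permutation p = 1e-05, the smallest possible), -0.0101 within 50 kb (permutation p = 0.285) and 0.00856 within 10 kb (permutation p = 0.470). Where the 2 factors shared a site, 69 pairs of overlapping peaks gave mean changes of -0.0946 for OCT4 and -0.116 for YY1, a difference of 0.0214 (-0.00477 to 0.0472, sign-flip permutation p = 0.109), and OCT4 was the lower in 30 pairs. The difference was 0.0390 at 27 distal pairs (-0.00669 to 0.0832, permutation p = 0.100) and 0.01004 at 42 promoter pairs (-0.0215 to 0.0405, permutation p = 0.533). Over all 69 pairs, replicate 1 alone gave -0.00538 (permutation p = 0.746) and replicate 2 alone 0.0482 (permutation p = 0.0191). At the intergenic site with Ctag2 as nearest gene, where OCT4 rose, the overlapping YY1 peak (65153103 to 65153881) had a change of 0.0404 (limma adjusted p = 0.368).

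**Figure D3:**
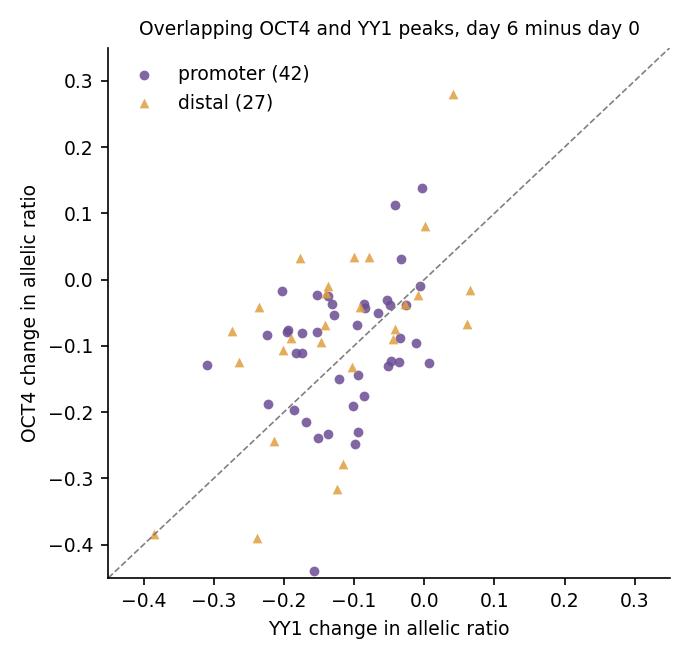
Day 6 minus day 0 allelic ratio of OCT4 (vertical axis) against that of YY1 (horizontal axis) at 69 pairs of overlapping peaks. The means are -0.0946 for OCT4 and -0.116 for YY1, and OCT4 is the lower of the 2 in 30 pairs.

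The X chromosome did not lose the factors evenly. In the first 20 Mb, which hold Bcor, Med14, Ddx3x and Kdm6a, the median change was -0.0993 over 185 OCT4 peaks and -0.0346 over 27 YY1 peaks, against -0.164 and -0.109 over the rest of the chromosome. The differences were 0.0651 (0.0482 to 0.0845, permutation p = 1e-05, the smallest possible) and 0.0739 (0.0250 to 0.103, permutation p = 0.00101), and this region was singled out after its values had been seen. OCT4 losses were deepest from 80 to 100 Mb, which hold Dmd and Nr0b1 (-0.206 over 115 peaks), and from 40 to 60 Mb (-0.200 over 114 peaks). Distance from Xist (103460373 to 103483233), which the study names among the determinants of silencing, went with smaller losses across OCT4 peaks (Spearman correlation 0.232, permutation p = 1e-05, the smallest possible, and Pearson r 0.247, permutation p = 1e-05) and across YY1 peaks (Spearman correlation 0.162, permutation p = 0.0192, and r 0.187, permutation p = 0.00589). Over the 10 such relations tested the adjusted p-values were 2.5e-05 and 0.0240, and peaks are not independent of their neighbours. On the proximal side of Xist the relation was 0.284 for 638 OCT4 peaks (permutation p = 1e-05, the smallest possible, adjusted p = 2.5e-05) and 0.233 for 138 YY1 peaks (permutation p = 0.00592, adjusted p = 0.0118). From Xist to the distal end it was 0.140 for 366 OCT4 peaks (permutation p = 0.00786, adjusted p = 0.0128) and -0.00187 for 72 YY1 peaks (permutation p = 0.988).

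**Figure D4:**
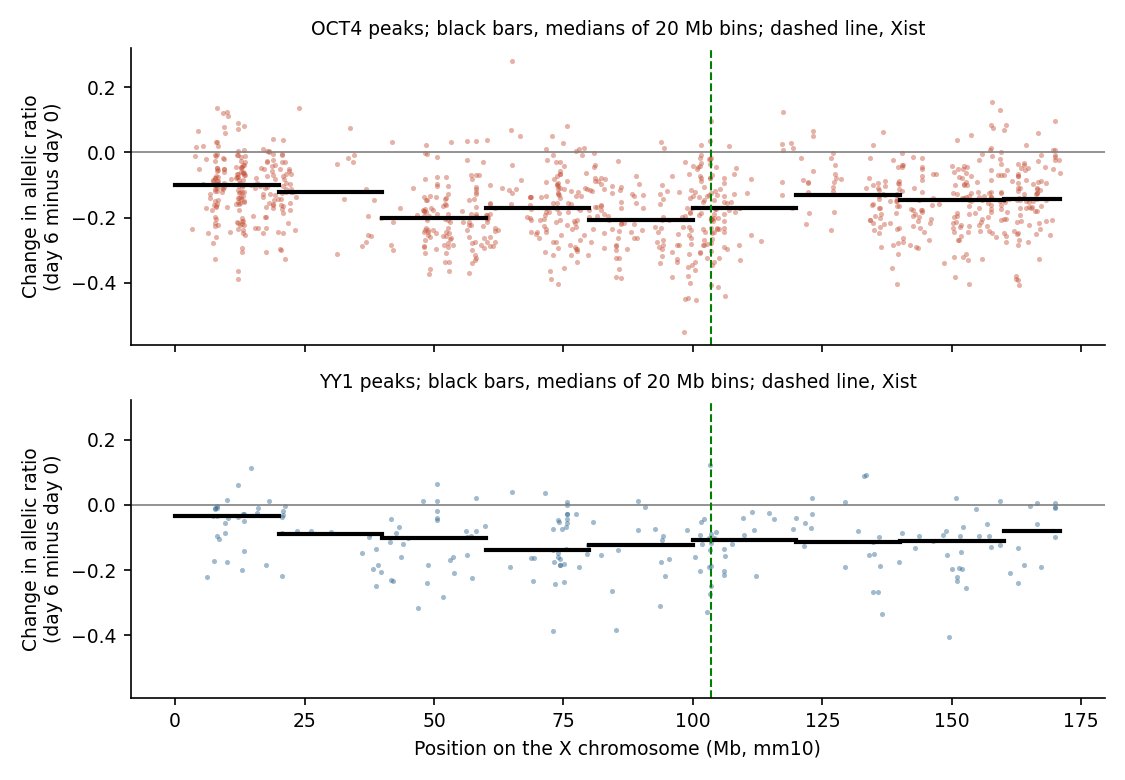
Day 6 minus day 0 allelic ratio of each peak (vertical axis) against its position on the X chromosome (horizontal axis, Mb), for OCT4 and YY1; black bars are medians of 20 Mb bins. The OCT4 median is -0.0993 in the first bin and -0.206 from 80 to 100 Mb, and the YY1 median is -0.0346 in the first bin and -0.137 from 60 to 80 Mb.

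Whether peaks biased at the start lost more was tested with the day 0 ratio of one replicate and the change of the other, so that no value entered both sides. Across OCT4 peaks a higher day 0 ratio went with a slightly larger loss (Spearman correlation -0.0769, permutation p = 0.0150, adjusted p = 0.0299, and -0.0921, permutation p = 0.00364, adjusted p = 0.0146, over 4 relations). Across YY1 peaks the values were -0.0718 (permutation p = 0.297) and -0.0301 (permutation p = 0.663). Changes of single peaks repeated only moderately between replicates, with r of 0.324 across OCT4 peaks and 0.532 across YY1 peaks, so a change at a named gene is less certain than the medians.

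The deposited list of OCT4 peaks, pooled over the 4 OCT4 libraries, put the X chromosome in its genomic setting. It held 53675 peaks with a median length of 421 bp, of which 2139 (3.99%) were on X, and all 1006 peaks with allelic ratios were among them. All 13 pluripotency genes examined had an OCT4 peak within 20 kb, with 26 peaks at Esrrb, 10 at Sox2, 9 at Pou5f1 and 5 at Nanog. Such a peak was present at 80.3% of 21774 protein-coding genes, and 10000 random gene sets of that size had a mean of 10.5. The count of 13 of 13 is the highest possible and gave a two-sided permutation p of 0.112. The test could therefore not show an excess at pluripotency genes, and no conclusion is drawn from it. The lists that follow, of 7 and 8 genes, had the same limit: random sets reached 7 and 8 at their upper bound. Marker genes of the feeder fibroblasts on which the cells were kept, and from which they were separated by pre-plating before the experiments, had a peak in 5 of 7 cases (permutation p = 0.826) and those of early differentiated cells in 7 of 8 (permutation p = 1.0).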

Values the study reported

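The study reported that 1005 OCT4 peaks and 237 YY1 peaks on the X chromosome passed its filters for allelic analysis. Its methods also give 237 for anti-T7 libraries of a YY1-tagged line, a different antibody and sample set from those used here. The median decrease in allelic ratio over 6 days of Xist induction was given as 0.149 for OCT4 and 0.103 for YY1. The filters asked for more than 10 fragments assigned to an allele in over 80% of samples.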

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

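The peak width test was chosen after its result had been seen, as were the promoter by factor test and the split at 20 Mb, and the rules for reading the GC and position tests were tightened after their results. OCT4 and YY1 changes were marked for a closer look because a test of the difference between them passed. It passed over all peaks (-0.0506, permutation p = 1e-05, the smallest possible). It also passed in the promoter minus distal contrast (0.0938 as medians, 0.0695 as means, permutation p = 0.00011 for the means). Of 9 bins of 20 Mb, 4 passed in the same way: -0.0646 from 0 to 20 Mb (permutation p = 0.00766, adjusted p = 0.0345), -0.0997 from 40 to 60 Mb (permutation p = 0.00015, adjusted p = 0.00135), -0.0349 from 60 to 80 Mb (permutation p = 0.0155, adjusted p = 0.0461) and -0.0837 from 80 to 100 Mb (permutation p = 0.0205, adjusted p = 0.0461). The sign was negative in all 9 bins, and the bins were not compared with each other.

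The excess of OCT4 loss was found over all distal peaks, but not at promoters or at the 27 pairs of overlapping distal peaks, where the mean changes were -0.0835 for OCT4 and -0.123 for YY1 (difference 0.0390, -0.00669 to 0.0832, sign-flip permutation p = 0.100). Dilution of weak peaks by background, GC content and position all stay open. A difference in background between the 2 antibodies was not tested and stays open too. With width standing in for strength, dilution would pull narrow distal YY1 peaks towards no change, and wide ones lay closer to no change (Spearman correlation 0.324 over 135 peaks, permutation p = 0.00016), but the tables hold no measure of strength against which width was checked. Distal OCT4 peaks resampled to YY1 GC content in 10 bins still differed by -0.0616 (-0.0968 to -0.0275), which met the bound on that difference written beforehand. It did not meet the rule added afterwards, that each bin hold enough OCT4 peaks, because the thinnest bin rested on 1 OCT4 peak, and 5 bins gave -0.0314 (-0.0795 to 0.0220). Distal OCT4 peaks within 100 kb of 82 distal YY1 peaks differed by -0.0245 (-0.0495 to 0.000624, permutation p = 0.0623). A biological hypothesis was that properties of a site shared by both factors set how much is lost there. It had the value it needed for OCT4: 29 distal OCT4 peaks that overlap a YY1 peak lost less than 813 others. The medians were -0.0682 and -0.163, a difference of 0.0949 (0.0666 to 0.140, permutation p = 8e-05). These 29 were not matched to the others on GC content or background, and peaks at Firre and Dxz4 were among them. The OCT4 difference was 0.0431 in replicate 1 and 0.118 in replicate 2, and 0.103 against others of like width, but 0.0241 at promoters (permutation p = 0.519). No such difference was found for YY1, where 27 distal peaks that overlap an OCT4 peak had a median of -0.124 and 108 others -0.0869 (difference -0.0373, -0.0881 to 0.00982, permutation p = 0.220). The hypothesis, stated for both factors, therefore lacked its YY1 part, and only the difference among distal OCT4 peaks remains. GC content and background stay open for that difference. Whether YY1 binding may cause the smaller OCT4 loss or only go with it also stays open, since YY1 was not removed in these libraries.

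Losses were smaller in the first 20 Mb of the X chromosome for both factors. Ratios that already differed at day 0 are argued against, because the day 0 ratio of OCT4 peaks there differed from the rest by 0.00469 (-0.0110 to 0.0265). A surplus of promoters and escape genes is also argued against, since distal OCT4 peaks over 20 kb from listed escape genes showed a difference of 0.0734 (0.0528 to 0.0925, permutation p = 1e-05, the smallest possible). A straight-line trend with distance from Xist was argued against as well, as OCT4 changes in the region lay 0.0429 (0.0151 to 0.0753) above the line through the other 453 peaks on that side. A copy number that differed between the alleles before doxycycline would shift the day 0 ratio. The day 0 difference of 0.00469 (-0.0110 to 0.0265) argues against it for OCT4 peaks. A curved trend, the spread of Xist RNA over this end of the chromosome and other copy number changes were not tested and stay open.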

How the results depend on the processing

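Resampling to GC content or width, leaving out Firre, Dxz4 and Xist, and single replicates at overlapping peaks were chosen after seeing the data. Of 128 values under alternatives, 90 kept their direction and side of the threshold, 4 weakened, 4 strengthened, 3 reversed and 27 counts or medians moved; the cause was not tested except where fewer libraries or peaks entered. The OCT4 minus YY1 difference kept its sign and call without any library (-0.0555 to -0.0418), on other scales and in each replicate, but was 0.0254 at promoters and -0.0225 with matched GC content. The difference at nearby sites was 0.00856 within 10 kb and -0.0101 within 50 kb. The values gave no sign that replicate numbers pair the samples (correlation of replicate deviations between days -0.0217 for OCT4 and 0.0315 for YY1). Noise at single peaks could hide such pairing, so it stays unknown. With the replicate block limma called 274 OCT4 peaks lower and 1 higher, and 97 and 1 for YY1. Of the 353 OCT4 and 90 YY1 calls made without it, 270 and 88 were shared. OCT4 peaks that lost their call with the block included those at Rhox5, Pbdc1, Eif2s3x, the promoters of Nr0b1 and Rlim, and 1 of 2 at Il1rapl1 (limma adjusted p from 0.0514 to 0.0702), while another peak near Eif2s3x gained one (0.0529 without and 0.0309 with the block). With the block the OCT4 neuronal list also passed camera (adjusted p = 0.0403 with the block and the preset correlation, against 0.357 with an estimated correlation and no block), while overlapping pairs gave -0.00538 in replicate 1 and 0.0482 in replicate 2, and no other list within 5 kb changed its camera call. The YY1 promoter difference was -0.0430 at 1 kb. OCT4 peaks lower numbered 352, and 167 on the log2 scale, 0 at a threshold of 0.01 and 0 to 288 without a library, and peaks higher 0 on the logit and log2 scales, with day 0 ratios from 0.3 to 0.7 and at 0.01, and 0 to 3 without a library. YY1 peaks lower numbered 89, and 16 at 0.01 and 0 to 51 without a library, and peaks higher 0 on the logit and log2 scales, with the other prior and at 0.01, and 0 to 2 without a library. Unadjusted limma p under 0.05 still gave 332 to 464 OCT4 and 87 to 94 YY1 peaks lower without a library, where the lone replicate of a day was assumed to vary like the other day. The YY1 median change was -0.113 with day 0 ratios from 0.3 to 0.7 and -0.107 to -0.101 without a library. Escape lists lost their camera call when only promoters within 1 kb were used (OCT4 -0.0595, adjusted p = 0.510, 7 peaks, and YY1 -0.0489, adjusted p = 0.638, 3 peaks), and with 20 kb windows the OCT4 neuronal list (-0.223) and study examples (-0.0991) passed (adjusted p = 0.0454 for each), though neither did with an estimated correlation (adjusted p = 0.313 for each). Of 287 values of single peaks 234 held, 52 weakened and 1 strengthened. Fragments per peak are not in the tables, and counting error at single peaks was not estimated.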

Other observations

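The tests of sequence elements were chosen after the changes had been seen. Beyond the genes above, OCT4 fell at 3 of 7 peaks of Gpc3, a glypican gene (mean change -0.188), at 1 of 4 peaks of Frmpd4 (mean -0.124) and at the single peaks of Dcx, a neuronal microtubule gene (-0.231), and Tsx (-0.205), each by limma with Benjamini-Hochberg adjustment. Like the other OCT4 calls these rested on both day 0 libraries: without replicate 1 or replicate 2 of that day, 1 and 0 OCT4 peaks of the chromosome fell. The peak at Sox3 did not pass (-0.0994, limma adjusted p = 0.397), nor did those at Cdx4 (mean of 2 peaks -0.0215) and Slc25a5, an escape gene (-0.113).

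Whether a peak carried an element was set against its change in 6 tests. OCT4 peaks were tested for the octamer and for the YY1 core, and YY1 peaks for the YY1 core. Distal OCT4 peaks with an octamer had a median change of -0.156 and those without -0.162 (permutation p = 0.797). Distal OCT4 peaks with a YY1 core had -0.130 over 72 peaks against -0.166 over 770 (permutation p = 0.0335), which failed correction over the 6 tests (Benjamini-Hochberg adjusted p = 0.201). Distal YY1 peaks with the core had -0.0869 over 110 peaks against -0.137 over 25 (permutation p = 0.139).

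The OCT4 peak list held 37 peaks on the Y chromosome, although the line is female, and 28 of the 843 input peaks were on Y as well. A candidate source is reads shared with copies on other chromosomes. Of the 32-base words in the median Y peak, 100.0% also occurred on another chromosome, against 0% in the median of 1000 autosomal OCT4 peaks, and 31 of the 37 peaks had over 50% of their words elsewhere. For the 3 peaks with under 10% the source stays open. None of these peaks entered a comparison.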
